# Opposing function of MYBBP1A in proliferation and migration of head and neck squamous cell carcinoma cells

**DOI:** 10.1186/1471-2407-12-72

**Published:** 2012-02-17

**Authors:** Gustavo A Acuña Sanhueza, Leonie Faller, Babitha George, Jennifer Koffler, Vinko Misetic, Christa Flechtenmacher, Gerhard Dyckhoff, Peter P Plinkert, Peter Angel, Christian Simon, Jochen Hess

## Abstract

**Background:**

Head and neck squamous cell carcinoma (HNSCC) is one of the most prevalent and lethal cancers worldwide and mortality mostly results from loco-regional recurrence and metastasis. Despite its significance, our knowledge on molecular, cellular and environmental mechanisms that drive disease pathogenesis remains largely elusive, and there are limited therapeutic options, with only negligible clinical benefit.

**Methods:**

We applied global gene expression profiling with samples derived from a recently established mouse model for oral cancer recurrence and identified a list of genes with differential expression between primary and recurrent tumors.

**Results:**

One differentially expressed gene codes for Myb-binding protein 1a (MYBBP1A), which is known as a transcriptional co-regulator that physically interacts with nuclear transcription factors, such as NFκB and p53. We confirmed significantly reduced MYBBP1A protein levels on tissue sections of recurrent mouse tumors compared to primary tumors by immunohistochemistry, and found aberrant MYBBP1A protein levels also in tumor samples of HNSCC patients. Interestingly, silencing of MYBBP1A expression in murine SCC7 and in human HNSCC cell lines elicited increased migration but decreased cell growth.

**Conclusion:**

We provide experimental evidence that MYBBP1A is an important molecular switch in the regulation of tumor cell proliferation versus migration in HNSCC and it will be a major challenge for the future to proof the concept whether regulation MYBBP1A expression and/or function could serve as a novel option for anti-cancer therapy.

## Background

Head and neck squamous cell carcinoma (HNSCC) is the most common type of head and neck cancer primarily affecting the mucosa of the upper aero digestive tract [1]. Tobacco and alcohol consumption are the main risk factors for HNSCC and have a multiplicative combined effect [1]. In recent years, there has been an increase in the annual incidence of HPV-related HNSCC, suggesting that a subset of HNSCC is a sexual transmitted disease with distinct pathogenesis and clinical features [2].

In spite of considerable advances in diagnosis, treatment and our understanding of the molecular alterations that occur in the pathogenesis of HNSCC, a high rate of local recurrences and distant metastasis aggravates the clinical situation, and the 5-year survival rate of patients with an advanced disease has remained at approximately 50% [3,4]. Therefore, HNSCC is still a treatment challenge and better biomarkers are desperately needed to identify patients at high risk for treatment failure and to define novel molecular drug targets for more effective and less toxic treatment modalities for patients with advanced tumors [4-6].

The development and use of animal models that closely resembles the pathogenesis and the histopathology of HNSCC in humans is essential to expand our knowledge on the underlying molecular mechanisms and to develop and improve novel strategies for translational anti-cancer research [7]. Recently, we established an orthotopic floor-of-mouth squamous cell carcinoma model in mice, in which local recurrences occurred at a high frequency [8]. In the current study, we applied global gene expression profiling with samples of this mouse model to identify genes with differential expression between primary and recurrent tumors. One candidate gene encoded the transcriptional co-regulator MYBBP1A. MYBBP1A was originally identified as an interacting partner of c-Myb, a proto-oncogene product [9]. It is localized mainly in the nucleoli [10] and during the last years was shown to bind several transcription factors, such as NFκB [11].

Here we provide experimental evidence for a crucial role of MYBBP1A as an important regulator of tumor cell proliferation and migration, and that tumor cells with reduced MYBBP1A expression may represent a sub-population of slow-cycling but mobile cells implicated in local tumor recurrence and metastasis.

## Methods

### Animal work and sample preparation

Primary and recurrent mouse tumors were obtained as described previously [8]. The procedures for performing animal experiments were in accordance with the principles and guidelines of the 'Arbeitsgemeinschaft der Tierschutzbeauftragten in Baden-Württemberg'and were approved by the 'Regierungspräsidium Karlsruhe', Germany (35-9185.81/G-21/07). Tumor samples for RNA preparation were immediately frozen in liquid nitrogen after isolation. For histological analysis, primary and recurrent tumors samples were embedded in OCT media (Tissue-Tek, Netherlands) or paraffin and subsequently cut in 6 μm sections.

### RNA preparation

Total RNA extraction from mouse tumors and human HNSCC cell lines was performed according to the manufacturer's instructions using peqGOLD RNAPure™ Reagent (Peq Lab, Erlangen, Germany). Total RNA concentration was determined by Nanodrop (Thermo Scientific, USA).

### Global gene expression profiling

Total RNA (1 μg) of primary and recurrent tumor samples derived from five animals were submitted to the Genomics Core Facilities of DKFZ (Heidelberg, Germany) for global gene expression profiling based on Illumina technology using whole genome BeadChip Sentrix arrays (mouse WG-6 v2). Array data GEO accession number: GSE35377. Data normalization and analysis was done as described in Supplemental data.

### IHC analysis

Paraffin-embedded tissue specimens of HNSCC patients were provided by the tissue bank of the National Center for Tumor Disease (Institute of Pathology, University Hospital Heidelberg) after approval by the local institutional review board). Paraffin-embedded mouse tumor samples were obtained as described before [8]. IHC staining was performed with the Immunodetection kit (Vector laboratories, Burlingame, CA) according to manufacturer's instructions and as described elsewhere [12]. Following antibodies were used: Anti-mouse MYBBP1A (AV37224, Sigma-Aldrich, Germany), anti-mouse Ki67 (Novacastra), anti-human MYBBP1A (ab54160, Abcam, UK).

### Cell culture

Human HNSCC cell lines were purchased from ATCC. Cells were maintained in Dulbecco's (SCC-4, SCC-9, SCC-25) or Minimum Essential Medium (Fadu, Cal-27) supplemented with 10% fetal bovine serum (Invitrogen, Germany), 2 mM L-Glutamine (Invitrogen, Germany) and Antibiotics (50 μg/ml Penicillin-Streptomycin, Invitrogen, Germany) in a humidified atmosphere of 6% CO_2 _at 37°C. The SCC-7 cell line was cultured as described previously [8].

### siRNA transfection

Human MYBBP1A-specific RNA-oligos (CAA AGG AGG UCA UAA GAA AUU) and oligos with scrambled sequence (GUC GAA UGC GAU UGU ACC GUU) were purchased from Sigma-Aldrich. Mouse siRNA was purchased from Santa Cruz Biotechnologies (sc-149729). The transfection in Cal-27 and in SCC-7 cell lines was performed using oligofectamine (Invitrogen, Germany) according to manufacturer's instructions. Analysis of human or mouse MYBBP1A expression silencing and all functional experiments were done 48 hours after transfection.

### Real-Time quantitative polymerase chain reaction

Real-time quantitative polymerase chain reaction (RQ-PCR) analysis was performed as described previously [13]. Primers used for RQ-PCR are listed in Additional file 1: Table S1. Target gene cycle of threshold values were normalized to the corresponding cycle of threshold of Hprt (for mouse samples) or LAMIN B (for human samples) using the change in cycle of threshold method.

### Western blot analysis

Isolation of nuclear extracts and Western blot analysis were performed as described previously [14]. Anti-human MYBBP1A (ab54160) and HSC70 antibodies (ab1427) were purchased from Abcam (UK). Anti-mouse Mybbp1a (sc-133880), anti-E-Cadherin (sc-8426), anti-Actin (SC-1615) and anti-Histone H1 (sc-8030) were purchased from Santa Cruz Biotechnology.

### Cell migration assay

Cells were plated to reach confluence one day prior the assessment of the experiment in the migration chambers (Culture inserts, Ibidi, Germany). Next day, the cells were treated with 10 μg ml^-1 ^of Mitomycin C (Sigma-Aldrich, Germany) for 30 minutes and washed twice with culture media. Once the chamber was removed pictures were taken at the time points 18, 24, 36 and 42 hours, and analyzed using the UTHSCSA Image tool.

### Cell growth and proliferation assay

Cell growth was assessed by Trypan-blue staining (Sigma-Aldrich, Germany) and counting the cell number under the microscope using a Neubauer chamber (Labor Optik, Germany). Proliferation of Cal-27 and SCC-7 was analyzed using the BrdU Flow Kit (BD Pharmigen, Germany) according the manufacturer's instructions. FACS analysis was performed using CellQuest Pro (BD Biosciences, Heidelberg, Germany). according to the manufacturer's instructions.

### Statistical analysis

Data are expressed as means ± SD of three independent experiments, each performed in triplicate. Differences between groups were assessed by unpaired, two-tailed Student's *t *test; P < 0.05 was considered significant (Chi^2 ^Test).

## Results

### Identification of differentially expressed genes in a mouse model of local oral cancer recurrence

To identify differentially expressed genes, whose expression might be involved in the formation and maintenance of local recurrence in oral squamous cell carcinoma, we applied global gene expression profiling on primary and recurrent tumor samples of an established orthotopic floor-of-mouth squamous cell carcinoma mouse model [8]. 

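The expression profiles comprised 12 Illumina mouse WG-6 v2 arrays. They held 5 primary tumors, 5 local recurrences of the same animals and 2 samples of SCC-7, the murine squamous cell carcinoma line from which the tumors were grown. The authors deposited the mean bead intensity of each probe with a detection p-value, neither background-corrected nor normalized between arrays, and a separate table of normalized intensities whose method the paper's text does not name. From the deposited intensities, the background was estimated with limma's normexp model on 943 negative control probes, and the arrays were quantile normalized together and set on the log2 scale. Of 45135 probes, 18454 were kept because they were brighter than the negative controls, at a detection p under 0.01, in at least 2 arrays. These kept probes measured 10346 named genes. The primary tumors had 15043 to 17083 probes detected per array and the recurrent tumors 15406 to 16758. The small number of tumors, 5 per group, limits the precision. Recurrent and primary tumors were compared by limma with the animal as a block. Conditions follow the deposited labels. Of 132 probes at least 2-fold higher in recurrent tumors in at least 3 of pairs 2 to 5, 118 were lower in the recurrent tumor of pair 1. Of 30 probes lower in at least 3 of these pairs, 8 were higher in pair 1. Over both directions, 77.8% went the opposite way in pair 1, against 28.9% to 37.0% when any other pair was set against the rest. Some values are therefore also given without pair 1.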

As described previously, primary tumors were generated by injection of murine SCC-7 cells into the floor-of-mouth of BALB/c-nu mice. Local recurrences were obtained after microsurgical removal of primary tumors. Total RNA was isolated from five pairs of primary tumor and respective local recurrence and applied to global gene expression analysis using whole genome arrays. 

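Of the probes tested, 0 differed between recurrent and primary tumors at an adjusted p under 0.05 in limma's paired fit, and the smallest adjusted p was 0.933. At an unadjusted p under 0.05, this fit had 457 probes higher and 144 lower in recurrent tumors. The methods' t-test gave 292 probes higher and 131 lower at the same unadjusted threshold, and 0 after Benjamini-Hochberg adjustment. In simulated data with the spread of these tumors, the paired fit recovered 30% of the probes changed 2-fold, 66% of those changed 4-fold and 96% of those changed 8-fold. The changed probes were drawn at random from all kept probes, and their noise was independent. These rates therefore do not hold for probes with a wide spread between pairs, such as those of the salivary genes and the brightest Mybbp1a probe. The pairs differed in size of change. At least 2-fold differences were most frequent in pair 3, with 2551 probes higher and 1947 lower in the recurrent tumor, and least frequent in pair 4, with 323 higher and 294 lower. The paper's text gives no fold cutoff, and 2-fold was used here. By this cutoff, 184 probes were higher and 63 lower in recurrent tumors in at least 3 of 5 pairs. In the simulation, the rule picked 637 of 18254 unchanged probes, but without the requirement that the brighter array be detected. The 637 is thus no direct expectation for the 184 and 63. The count alone was not shown to separate altered from unchanged transcripts. Of the 184 probes, 118 were at least 2-fold lower in the recurrent tumor of pair 1. In all 5 pairs, 0 probes were at least 2-fold higher and 2 were at least 2-fold lower, ILMN_1233336 and ILMN_1233982, which have no gene symbol and were picked out after their values were seen. Leaving out 1 pair in turn and keeping the requirement of 3 pairs gave 84 to 132 probes higher and 25 to 40 lower. Without pair 1, 132 probes were altered higher and 30 lower, and limma called 3 probes higher and 0 lower.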

Following data normalization we ranked differentially expressed genes according to their relative transcript levels in primary tumors and local recurrences of each individual and selected those genes with altered expression in at least three out of five tumor pairs for further analysis (Figure 1A). 

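Altered transcripts were assigned to genes through the platform annotation. The probes that were higher in recurrent tumors in at least 3 pairs belonged to 142 named genes, and the lower probes to 40. Vsig4, a macrophage receptor, had the largest mean ratio. The probe was not above the negative controls in primary tumor 3. Its log2 intensity (ILMN_1241350) was 6.57 ± 1.81 (SD, n = 5) in primary and 9.03 ± 1.43 (SD, n = 5) in recurrent tumors. Vsig4 was higher in the recurrent tumor of all 5 pairs, with a log2 fold change of 2.46 (standard error 0.66, adjusted p = 0.933 from limma). Ifi202b was also higher in 5 of 5 pairs, with a log2 fold change of 1.27 (standard error 0.27). Clec4d, Prl2c4, Prl2c3, Ogn and Bdnf had log2 fold changes of 1.52, 1.39, 1.31, 1.27 and 1.21, with Prl2c3 and Prl2c4 as near-identical paralogs that may share signal. Prl2c4 was not above the negative controls in primary tumors 1, 2 and 3, Prl2c3 in primary tumors 2 and 3, and Bdnf in primary tumor 3. Their sizes are therefore not exact. Among the lower genes, Srpk3, Bglap2, Serpinb1a and Kit were lower in the recurrent tumor of all 5 pairs, with log2 fold changes of -1.70, -1.57, -1.34 and -1.03. Srpk3 was not above the negative controls in primary tumor 5 and recurrences 3, 4 and 5, nor was Serpinb1a in primary tumor 5 and recurrences 4 and 5. For Srpk3 and Serpinb1a, the direction in pair 5 thus rests on background in both tumors, and the sizes are not exact. Ubd, Scara3, Per2, Mid1, Cxcl12 and Lamb3 were lower in 3 or 4 pairs, with log2 fold changes from -1.42 to -1.04. Mid1 was not above the negative controls in primary tumor 4 and recurrences 3, 4 and 5, nor was Lamb3 in primary tumor 5 and recurrence 4, so their sizes are not exact. None of these genes passed the adjusted p of 0.05 in limma. Of 38 gene labels in the text and Fig. 1A, 35 were named by the annotation and 34 had a kept probe. By the brightest probe, 27 of these 34 genes were higher in recurrent tumors in at least 3 pairs, 2 were lower and 5 were neither. In pair 1, 33 of the 34 were lower in the recurrent tumor and 1 was higher. These genes had been selected on the same tumors, so their tally is no independent evidence. Without pair 1, limma called Pnliprp1, Mup5 and Dcpp2, with log2 fold changes of 3.86, 3.16 and 3.16 and adjusted p-values of 0.0163, 0.0163 and 0.0258, each higher in 4 of the 4 pairs that remained. Mup5 was not above the negative controls in primary tumors 4 and 5, nor were Pnliprp1 and Dcpp2 in primary tumors 2, 4 and 5, so these sizes rest partly on values at background. Limma called 0 probes when any other single pair was left out. Pair 1 is singled out because genes such as these ran against the other pairs in it. The 3 small p-values follow in part from that choice and are no independent evidence.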

We identified a group of 49 differentially expressed gene IDs, of which 43 showed enhanced expression and 6 were down-regulated in local recurrences compared to primary tumors. 

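Transcript levels of Ovos2, Smr3a, Muc10, Dcpp1, Tpsab1 and Mybbp1a were read from the brightest probe of each gene. Ovos2 and Muc10 are named A2ml1 and Prol1 in the current annotation. A2ml1 (ILMN_2984219) had a log2 intensity of 9.70 ± 3.67 (SD, n = 5) in primary and 11.72 ± 4.16 (SD, n = 5) in recurrent tumors. Its log2 fold change was 2.01 (standard error 2.42, adjusted p = 0.938 from limma), with a higher level in the recurrent tumor of 4 of 5 pairs. The ratio was -10.26 in pair 1 and ranged from 3.64 to 7.47 in the other pairs. Without pair 1 the log2 fold change was 5.08 (adjusted p = 0.225 from limma), and without pair 5 it was 0.65. The probe was detected on 10 of 12 arrays and not above the negative controls in recurrence 1 and primary tumor 5. The ratios of -10.26 in pair 1 and 7.47 in pair 5 therefore rest on a value at background and are no exact sizes. The same holds for the Smr3a and Dcpp1 ratios of pair 1 (recurrence 1) and for the Prol1 ratio of pair 5 (primary tumor 5). Prol1 (ILMN_2623234) had a log2 fold change of 1.02 over all pairs and 3.45 without pair 1. For Dcpp1 (ILMN_2829129) it was 0.056 over all pairs, -0.12 with median scaling of the arrays, and 2.45 without pair 1. Leaving out pair 5 gave -0.77 for Prol1, and leaving out any of pairs 2 to 5 gave -0.75 to -0.13 for Dcpp1. Both genes were higher in the recurrent tumor of 4 of 5 pairs. Dcpp1 has close paralogs that its probe may also read. For Smr3a (ILMN_2685073) the log2 fold change was -1.73, with the recurrent tumor lower in pairs 1 and 3 and higher in the other 3, and it was 0.44 without pair 1. Tpsab1 (ILMN_2705860) was lower in the recurrent tumor of 4 of 5 pairs and higher in pair 3. Its log2 fold change was -0.35, or -1.45 without pair 3 and 0.12 without pair 2. None of the 6 genes passed the adjusted p of 0.05 in limma, with or without pair 1. Two-sided exact sign-flip tests of the 5 pairs gave p = 0.5625 for A2ml1 and p = 1 for Dcpp1, and those of Smr3a, Prol1, Tpsab1 and Mybbp1a lay between these values.

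**Figure D1:**
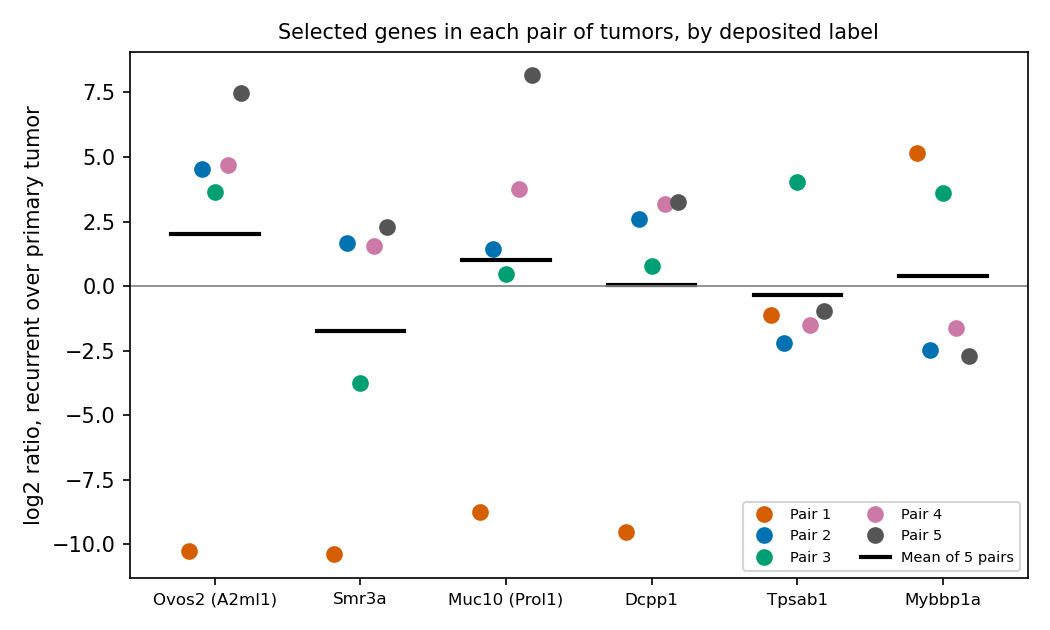
Log2 ratio of the recurrent over the primary tumor (vertical axis) in each of 5 pairs, for the brightest probe of 6 genes (horizontal axis). Points are pairs and bars are means of 5 pairs. In pair 1, A2ml1 lies at -10.26 while its other 4 pairs lie at 3.64 or above. A2ml1 was at background in recurrence 1 and in primary tumor 5, so its points of pairs 1 and 5 are no exact sizes.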

We selected several genes (e.g. Ovos2, Smra3, Muc10, Dccp1, Tpsab1, and Mybbp1A) for quantitative RT-PCR analysis and could confirm altered transcript levels between primary tumors and local recurrences (Figure 1B).

**Figure 1:**
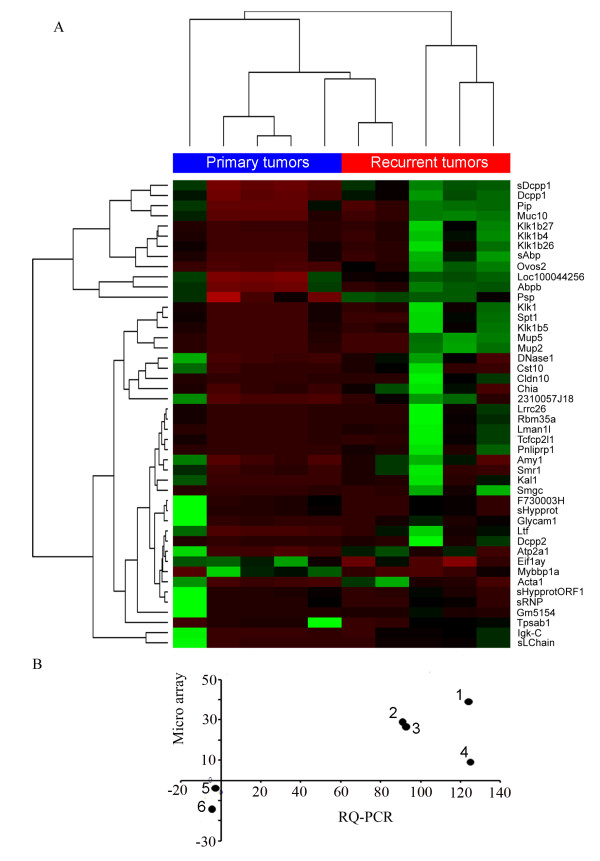
**Differentially expressed genes in recurrent tumors of a mouse model**. (**A**) Heat map of differentially expressed genes between primary and recurrent tumors of oral squamous cells carcinomas developed in a mouse model. (**B**) Altered transcript levels between primary tumors and local recurrences were confirmed for selected genes by quantitative RT-PCR (1 = Ovos2; 2 = Muc10; 3 = Dccp1; 4 = Smra3; 5 = Tpsa1a; 6 = Mybbp1a). Data for relative transcript levels of selected genes obtained from RQ-PCR analysis and global gene expression profiling were plotted.

### MYBBP1A protein expression in primary tumors, local recurrences and its correlation with proliferation and migration

One gene that was highly reduced in local recurrences compared to primary tumors encoded the mouse Myb-binding protein 1a (Mybbp1a) (Figure 1). 

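The array carries 5 probes for Mybbp1a, of which 4 were detected in at least 2 arrays. The brightest, ILMN_2987339, had a log2 intensity of 7.80 ± 2.35 (SD, n = 5) in primary tumors and 8.19 ± 1.58 (SD, n = 5) in recurrent tumors. Its log2 fold change was 0.39 (standard error 1.28, adjusted p = 0.976 from limma). The ratio of recurrent over primary tumor was -2.46, -1.64 and -2.70 in pairs 2, 4 and 5, and 5.14 and 3.61 in pairs 1 and 3. The probe was detected on 11 of 12 arrays and not above the negative controls in primary tumor 3, so the ratio of pair 3 rests on a value at background and is no exact size. An exact sign-flip test of these 5 ratios gave a two-sided p of 0.875, and an exact permutation of 5 against 5 tumors gave p = 0.778. Without pair 1 the log2 fold change was -0.80 (adjusted p = 0.916 from limma), without pair 3 it was -0.41, and without pairs 1 and 3, a choice made after the values were seen, it was -2.27. The other detected probes, ILMN_1255110, ILMN_1230169 and ILMN_1216204, had log2 fold changes of 0.21, 0.16 and 0.23 (standard errors 0.15, 0.21 and 0.17). None of these 3 probes differed 2-fold in any pair. Their log2 ratios were largest in pair 1, at 0.57, 0.84 and 0.61. In SCC-7 cells the brightest probe lay at 10.88 and 11.03 and in the array labelled recurrence 1 at 10.66, against 4.99 to 9.95 in the other tumors. The 3 dimmer probes were lower in primary tumors than in SCC-7 cells, by log2 fold changes of -1.19, -1.04 and -1.32 (adjusted p = 0.0019, 0.0216 and 0.0167 from limma). From the array data the paper selects Mybbp1a as a gene reduced in local recurrences. It also reports altered transcript levels by quantitative RT-PCR for selected genes that include Mybbp1a, and then examines the protein on tissue sections.

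**Figure D2:**
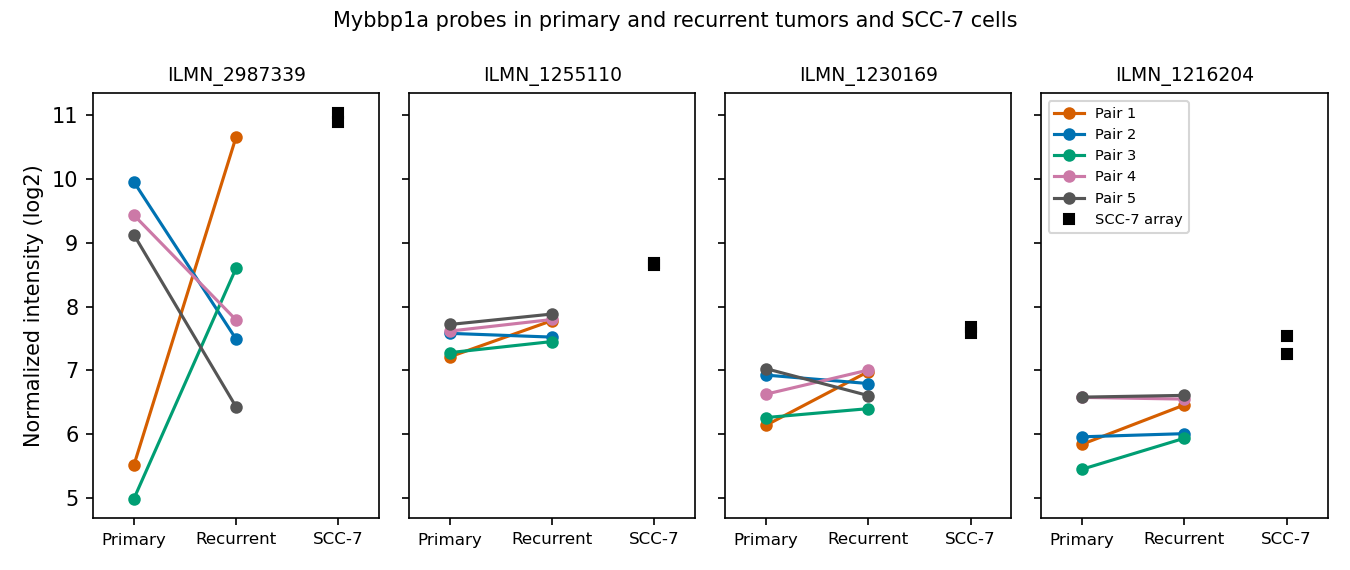
Normalized log2 intensity (vertical axis) of the 4 detected Mybbp1a probes in 5 primary and 5 recurrent tumors, joined by pair, and on 2 SCC-7 arrays. The brightest probe spans 4.99 to 10.66 in the tumors, and no pair differs 2-fold for the other 3 probes.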

To confirm altered Mybbp1a protein expression we performed immunohistochemical staining on tissue sections derived from the orthotopic mouse tumor model. A strong nuclear staining for Mybbp1a protein was detected in most tumor cells (84%) of primary tumors, which was significantly reduced on tissue sections from local recurrences (35%) (Figure 2). Accordingly, Mybbp1a protein expression was detectable in SCC-7 cells in culture (Figure 3A), which we used for further functional analysis in vitro. We silenced Mybbp1a expression by siRNA technology and assessed the proliferative status by flow cytometry. SCC-7 cells with reduced Mybbp1a levels exhibited impaired proliferation compared to control transfected cells, 12% and 24% cell in S-phase, respectively (Figure 3B), suggesting a positive correlation between Mybbp1a protein levels and tumor cell proliferation in primary tumors. In line with this assumption, staining of tissue sections derived from the mouse model revealed 44% Ki67-positive in the primary tumor, while recurrent tumors with decreased immunoreactivity for Mybbp1a showed a prominent reduction of Ki67 staining (14% of the total cells; Additional file 2: Figure S1).

**Figure 2:**
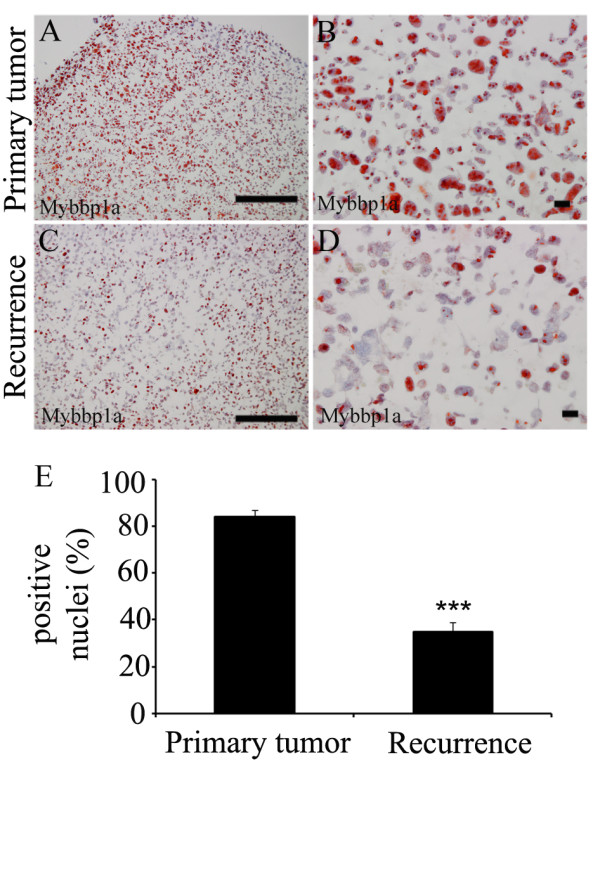
**MYBBP1A is down-regulated in recurrences of squamous cell carcinoma**. (**A-D**) Immunohistochemical analysis of mouse tumor sections with an anti-Mybbp1a antibody revealed specific staining (red signal) in nuclei of tumor cells. Counterstaining was done using hematoxylin. Scale bars, 50 μm. (**E**) Positive stained nuclei were quantified and plotted as percentage total (*** p-value = 0.0001).

**Figure 3:**
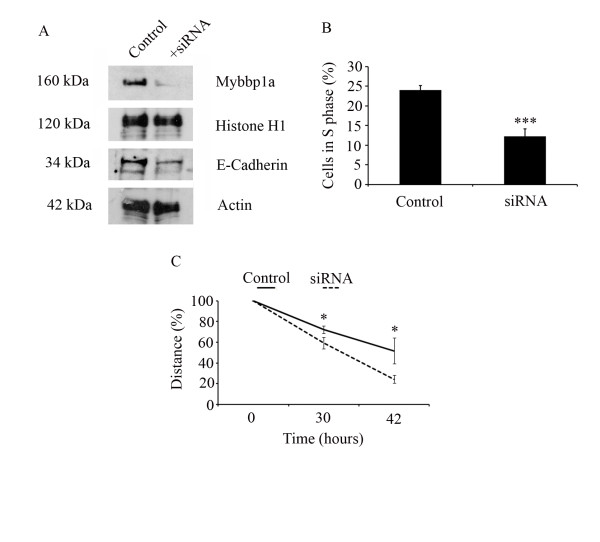
**Function of Mybbp1a on cell proliferation and migration in murine SCC-7 cells**. (**A**) Murine SCC-7 cells were transfected with scramble (control) or Mybbp1a-specific siRNA (+siRNA), and reduced expression of Mybbp1a protein was confirmed in nuclear fraction using a murine anti-Mybbp1a antibody. Histone H1 levels served as internal control of protein lysate quantity and quality. Silencing of Mybbp1a was accompanied by a reduction of E-Cadherin protein levels and an Actin control reveals equal whole cell lysate loading. (**B**) Transient Mybbp1a down-regulation led to a reduction of DNA synthesis quantified by BrdU incorporation (*** p-value = 0.0011). (**C**) SCC-7 cells with silenced Mybbp1a levels showed an enhanced migratory phenotype compared to scramble transfected controls (* p-value < 0.03).

Next, we analyzed Mybbp1a-siRNA and control transfected SCC-7 cells in a migration chamber and found a significant increase in cell migration upon silencing of Mybbp1a expression (Figure 3C), which was accompanied by reduced E-cadherin protein levels (Figure 3A). In summary, these data demonstrate an opposing role of MYBBP1A in SCC-7 proliferation and migration.

### Expression and function of MYBBP1A in human HNSCC cell lines and tumor samples

To further support the opposing role of MYBBP1A in tumor cell physiology, we analyzed its transcript and protein levels in well-established human HNSCC cell lines (Fadu, Cal-27, SCC-4, SCC-9, and SCC-25). Semi-quantitative RT-PCR analysis revealed comparable transcript levels of MYBBP1A in all cell lines (Figure 4A). However, we found a significant difference in protein levels with prominent MYBBP1A expression in Fadu and Cal-27 cells, but reduced protein levels in SCC-4, SCC-9 and SCC-25 cells (Figure 4B), suggesting a post-transcriptional mode of MYBBP1A regulation.

**Figure 4:**
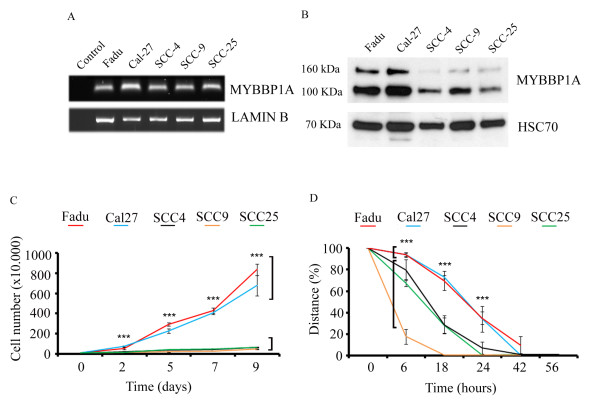
**MYBBP1A expression in human HNSCC cell lines**. (**A**) Comparable levels of MYBBP1A transcripts were detected by semi-quantitative RT-PCR in different human tumor cell lines. LAMIN B transcript levels served as control for cDNA quality and quantity. (**B**) Western blot analysis with nuclear protein extracts revealed strong differences in MYBBP1A protein levels. Detection of HSC70 protein levels served as control for quality and quantity of protein lysates. (**C**) Increase in cell numbers of Fadu, Cal-27, SCC-4, SCC-9 and SCC-25 were counted at the indicated time points and plotted over time (*** p-values < 0.005). (**D**) In vitro wounding scratch assay revealed a significant higher migration rate for SCC-4, SCC-9 and SCC-25 cells compared to Fadu and Cal-27 cells. Migration was determined by measuring the closure of the gap over time and plotted as percentage total of the distance (*** p-values < 0.005).

In line with the findings in murine SCC-7 cells, we found a positive correlation between high MYBBP1A protein levels and increased growth rate of human HNSCC cells as shown by quantification of cell growth over time (Figure 4C). In contrast, high MYBBP1A protein levels were negatively correlated with the migration capacity (Figure 4D), further supporting a regulatory function of MYBBP1A as a promoter of tumor cell proliferation and inhibitor of migration. Moreover, SCC-25 cells with low MYBBP1A levels exhibited a significantly higher invasion capacity in a matrigel assay, compared to high expressing cells, such as mouse SCC-7 or human Cal-27 cell lines (Additional file 3: Figure S2). Accordingly, silencing of MYBBP1A expression in Cal-27 cells by siRNA technology (Figure 5A-B) revealed a significant decrease in cell proliferation as determined by BrdU incorporation (Figure 5C) accompanied by increased migration compared to mock controls (Figure 5D).

**Figure 5:**
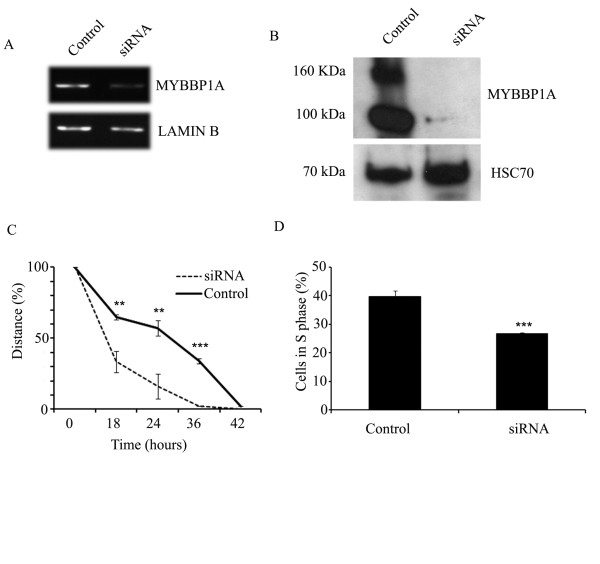
**Opposing function of MYBBP1A expression on cell migration and proliferation in human HNSCC Cal-27**. siRNA-mediated silencing of MYBBP1A expression in Cal-27 cells compared to controls (scramble siRNA) was confirmed by RQ-PCR (**A**) and Western blot analysis (**B**). Lamin B transcript levels served as control for cDNA quality and quantity, while detection of HSC70 protein levels served as control for quality and quantity of protein lysates. Significantly accelerated migration (**C**) and decreased proliferation (**D**) was observed upon silencing of MYBBP1A in Cal-27 cells. Migration was determined as described in Figure 3 and proliferation was quantified by BrdU incorporation and FACS analysis. The graph represents mean values ± SD of the percentage total of cells in S-phase. ** p-values < 0.05, *** p-values < 0.005.

Finally, tissue sections of matched pairs of human primary and recurrent tumors were analyzed by immunohistochemistry. In five out of ten HNSCC patients (50%) a prominent and nuclear staining of MYBBP1A protein was easily detected in primary tumors, which was severely reduced in respective recurrent tumors (Figure 6).

**Figure 6:**
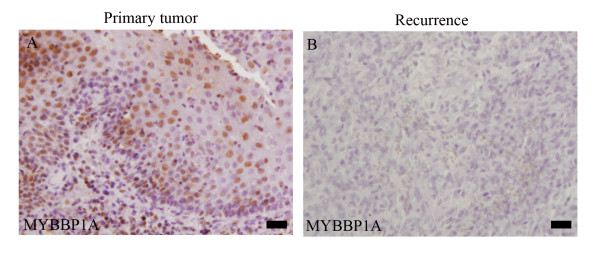
**MYBBP1A protein expression on matched samples of human primary and recurrent tumors**. Representative pictures of immunohistochemical staining for MYBBP1A levels in a primary tumor (**A**) and the respective recurrence are shown (**B**). Scale bars, 50 μm.

## Discussion

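Kallikreins, claudin-10 and lactotransferrin were each read from the brightest probe of the gene. Klk1 (ILMN_2760199) had a log2 intensity of 10.71 ± 2.84 (SD, n = 5) in primary and 10.37 ± 3.19 (SD, n = 5) in recurrent tumors, a log2 fold change of -0.34 (standard error 1.78, adjusted p = 0.984 from limma). It was higher in the recurrent tumor of 4 of 5 pairs, with a ratio of -9.22 in pair 1, and its log2 fold change was 1.88 without pair 1. In recurrence 1, Klk1, Klk1b5, Smgc, Cldn10 and Ltf were not above the negative controls, nor were the last 3 in primary tumor 5, so their ratios in these pairs are no exact sizes. Klk1b26, Klk1b5 and Klk1b27, paralogs of Klk1 whose probes may read each other's transcripts, had log2 fold changes of -0.28, -0.16 and 0.17, or 1.94, 2.17 and 2.58 without pair 1. The sign for Klk1b5 turned with the authors' normalized intensities, which gave 0.0066. With the 2 salivary gene lists as a covariate, Klk1, Klk1b26 and Klk1b5 turned to 0.30, 0.36 and 0.51. Klk1b4 is not named by the annotation. Among salivary mucins, Smgc (ILMN_2620853) had a log2 fold change of 0.47, or 3.00 without pair 1, and was higher in the recurrent tumor of 4 of 5 pairs. Claudin-10 (Cldn10, ILMN_2515816) had a log2 fold change of 0.41, or 2.80 without pair 1, and its other 2 probes gave 0.23 and 0.82. Lactotransferrin (Ltf, ILMN_2754364) had a log2 fold change of 0.26, or 1.88 without pair 1, and was lower in the recurrent tumors of pairs 1 and 3. Leaving out pair 5 turned Klk1b27, Smgc, Cldn10 and Ltf to -0.75, -0.70, -0.47 and -0.79. In the array labelled primary tumor 1, 28 of the 34 measured genes of the text and Fig. 1A had their highest level among primary tumors, and in the array labelled recurrence 1, 31 of the 34 had their lowest level among recurrent tumors. None of the genes named here passed an adjusted p of 0.05 in limma, with or without pair 1.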

In this study, we applied global gene expression profiling on samples of a well-established mouse model of tumor recurrence, and identified differentially expressed candidate genes some of which have been described previously in the context of HNSCC development or tumor recurrence, such as mucins, kallikreins, tryptase alpha/beta 1, claudin-10 and lactotransferrin [15-20]. We also provided experimental evidence for the crucial role of MYBBP1A during malignant progression of HNSCCs.

Originally, MYBBP1A was identified as a c-Myb proto-oncogene product interacting protein [9,10]. Several findings support the assumption that MYBBP1A is a key regulator of tumor cell physiology: (I) in the preclinical mouse model of tumor relapse and in matched pairs of HNSCC patients MYBBP1A showed high expression in primary tumors which was severely reduced in recurrent tumor samples, and (II) MYBBP1A expression in murine SCC-7 cells as well as human HNSCC cell lines support proliferation but was inversely correlated with tumor cell migration.

Hitherto, the molecular mechanism resulting in reduced MYBBP1A protein levels in recurrent tumors remains elusive and will be a major challenge for the future. So far, our knowledge on regulation and function of MYBBP1A protein with regard to physiological and pathophysiological conditions is limited. Concerning post-translational modification proteolytic processing of MYBBP1A has been reported in some cells types [21]. Moreover, MYBBP1A was identified as a novel aurora B kinase substrate, suggesting an important role of MYBBP1A phosphorylation in the regulation of its function [22]. Accordingly, human HNSCC cell lines used in our study exhibited comparable transcript levels while expressing different amounts of MYBBP1A protein, suggesting that MYBBP1A protein levels are at least in part regulated by posttranslational mechanisms. In line with this assumption, a pilot study demonstrates regulation of MYBBP1A protein stability by ubiquitination, since treatment of SCC-25 cells with the proteasome inhibitor MG-132 resulted in an enrichment of the protein when compared to untreated cells (data not shown). Hence, a major challenge for the future will be to unravel the molecular components involved in this process.

Intriguingly, high levels of MYBBP1A protein were associated with increased proliferation but reduced migration and invasion of murine SCC-7 and human HNSCC cell lines, a phenotype that was reverted by silencing of MYBBP1A expression. Recent publications established a critical function for MYBBP1A as an important regulator of distinct transcription factors, such as the proto-oncogenes MYB and NFκB as well as the tumor suppressor p53, implicated in cell cycle control and carcinogenesis [10,11,23,24]. It is worth to note that aberrant regulation of p53 and NFκB is a frequent event in human HNSCC and critically involved in tumor cell proliferation and the malignant phenotype [25,26]. More recently, the molecular mechanism has been elucidated, how mitotic stress and nucleolar disruption activates MYBBP1A resulting in acetylation and accumulation of p53 in a p300-dependent manner [23,24]. The fact that all HNSCC cell lines used in this study express no or only mutated p53 suggests that the physical interaction between MYBBP1A and p53 is not required for its opposing functions on tumor cell proliferation and migration, and it will be interesting to investigate the consequence of MYBBP1A over expression and silencing in primary keratinocytes as well as tumor cells with functional p53.

Although the underlying molecular mechanism, how MYBBP1A regulates the tumor cell physiology remains to be elucidated our data suggest that tumor cells with reduced MYBBP1A protein expression belong to a subpopulation of slow-cycling cells with high mobility. Concerning the later phenotype, improved migration and invasion capacity of tumor cells with low or absent MYBBP1A expression might be, at least in part, due to a reduction in membrane proteins that are critically implicated in cell-cell adhesion, such as E-Cadherin. However, more detailed studies are required to highlight the molecular function of MYBBP1A under physiological and pathological conditions, including cancer. The existence of a slow-cycling subpopulation of MYBBP1A negative tumor cells in HNSCC patients could be of high clinical importance since most current therapeutic regimens target the rapidly proliferating tumor bulk.

## Conclusion

Our data support a model in which MYBBP1A exhibits opposing functions in the pathogenesis of HNSCC. In the early phase of HNSCC development MYBBP1A promotes tumor cell proliferation, while in advanced tumors inactivation of MYBBP1A induces accelerated tumor cell migration and invasion, and thereby hampers the loco-regional control by facilitating lymph node metastasis and tumor recurrence. It will be a major challenge for the future to proof the concept whether the reactivation of MYBBP1A expression could serve as a novel option for anti-cancer therapy for patients with advanced HNSCC and thereby ameliorate the therapy response rate.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

GA carried out the sample preparation for and statistical analysis of the global gene expression profiling study, validation of data, immunostainings of the mouse tumor sections and statistical analysis, human squamous cell carcinoma cell lines characterization, migration and proliferation assay analysis, siRNA knock down, drafted and corrected the manuscript. LF carried out immunohistological staining of tumor sections, its statistical analysis and participated in the migration assay. BG and VM performed proliferation and invasion assays. JK performed immunohistochemical staining of human tumor sections CF pathological inspection of human tumor samples. PP and GD were responsible for human tumor samples organization. PA participated in the design, coordination and the corrections of the manuscript. CS carried out the animal experiments and participated in the corrections of the manuscript. JH was responsible for the experimental design, drafting of the manuscript and conceiving this study. All authors read and approved the final manuscript.

## Additional files

### Probe labeling and illumina sentrix beadchip array hybridization

Biotin-labeled cRNA samples for hybridization on Illumina Mouse Sentrix-6 BeadChip arrays (Illumina, Inc.) were prepared according to Illumina's recommended sample labeling procedure based on the modified Eberwine protocol (Eberwine *et al*., 1992). In brief, 500 ng total RNA was used for complementary DNA (cDNA) synthesis, followed by an amplification/labeling step (*in vitro *transcription) to synthesize biotin-labeled cRNA according to the MessageAmp II aRNA Amplification kit (Ambion, Inc., Austin, TX). Biotin-16-UTP was purchased from Roche Applied Science, Penzberg, Germany. The cRNA was column purified according to TotalPrep RNA Amplification Kit, and eluted in 80 μl of water. Quality of cRNA was controlled using the RNA Nano Chip Assay on an Agilent 2100 Bioanalyzer and spectrophotometrically quantified (NanoDrop).

Hybridization was performed at 58°C, in GEX-HCB buffer (Illumina Inc.) at a concentration of 100 ng/μl cRNA, unsealed in a wet chamber for 20 hours. Spike-in controls for low, medium and highly abundant RNAs were added, as well as mismatch control and biotinylation control oligonucleotides. Microarrays were washed once in High Temp Wash buffer (Illumina Inc.) at 55°C and then twice in E1BC buffer (Illumina Inc.) at room temperature for 5 minutes (in between washed with ethanol at room temperature). After blocking for 5 min in 4 ml of 1% (wt/vol) Blocker Casein in phosphate buffered saline Hammarsten grade (Pierce Biotechnology, Inc., Rockford, IL), array signals were developed by a 10 minutes incubation in 2 ml of 1 μg/ml Cy3-streptavidin (Amersham Biosciences, Buckinghamshire, UK) solution and 1% blocking solution. After a final wash in E1BC, the arrays are dried and scanned.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-2407/12/72/prepub

## Supplementary Material

Additional file 1 Table S1. Primers used for RQ-PCR. Click here for file

Additional file 2 **Figure S1**. **Proliferation characteristics of primary and recurrent mouse tumors**. (**A**) Ki67 protein expression was analyzed by immunohistochemistry on tumor sections derived from the surgical mouse model used in this study. A prominent nuclear staining was observed both in primary tumors and respective recurrence. (**B**) Quantification of positive nuclei revealed a significant decrease in the amount of Ki67-positive cells in recurrent compared to primary tumors (p-value: 0.0004). Scale bars, 50 μm. Click here for file

Additional file 3 **Figure S2**. **Invasive capacity comparison of SCC-7, Cal-27 and SCC-25**. The invasiveness of the cell lines was assessed in Boyden chambers. SCC-25 shows a higher invasive capacity than the high MYBBP1A expressing cell lines Cal-27 and SCC-7 (p-value: 0.014) (**A**). Click here for file

# Supplementary material for: Opposing function of MYBBP1A in proliferation and migration of head and neck squamous cell carcinoma cells
**Source:** BMC Cancer. 2012 Feb 17;12:72. doi: 10.1186/1471-2407-12-72
**Supplement:** Additional file 1 — Table S1. Primers used for RQ-PCR.

Additional files

Probe Labeling and Illumina Sentrix BeadChip array Hybridization

Biotin-labeled cRNA samples for hybridization on Illumina Mouse Sentrix-6 BeadChip arrays (Illumina, Inc.) were prepared according to Illumina's recommended sample labeling procedure based on the modified Eberwine protocol (Eberwine *et al.*, 1992). In brief, 500 ng total RNA was used for complementary DNA (cDNA) synthesis, followed by an amplification/labeling step (*in vitro* transcription) to synthesize biotin-labeled cRNA according to the MessageAmp II aRNA Amplification kit (Ambion, Inc., Austin, TX). Biotin-16-UTP was purchased from Roche Applied Science, Penzberg, Germany. The cRNA was column purified according to TotalPrep RNA Amplification Kit, and eluted in 80 µl of water. Quality of cRNA was controlled using the RNA Nano Chip Assay on an Agilent 2100 Bioanalyzer and spectrophotometrically quantified (NanoDrop).

Hybridization was performed at 58°C, in GEX-HCB buffer (Illumina Inc.) at a concentration of 100 ng/µl cRNA, unsealed in a wet chamber for 20 hours. 

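Control oligonucleotides carry no gene, and each kind checks another step. RNA added in known amounts checks hybridization over the range of abundance, mismatch probes check specificity, and biotinylated oligonucleotides check the staining with Cy3-streptavidin. The deposited table also holds entries without a probe identifier and does not say which control each one is. Of these, 11 were bright, with a median above 100, and the others lay at background intensity and served as negative controls. The median of the negative controls was 56.8 to 64.7 intensity units per array. The 95th percentile of all probes was at most 24.8 times that median.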

Spike-in controls for low, medium and highly abundant RNAs were added, as well as mismatch control and biotinylation control oligonucleotides. Microarrays were washed once in High Temp Wash buffer (Illumina Inc.) at 55°C and then twice in E1BC buffer (Illumina Inc.) at room temperature for 5 minutes (in between washed with ethanol at room temperature). After blocking for 5 min in 4 ml of 1% (wt/vol) Blocker Casein in phosphate buffered saline Hammarsten grade (Pierce Biotechnology, Inc., Rockford, IL), array signals were developed by a 10 minutes incubation in 2 ml of 1 µg/ml Cy3-streptavidin (Amersham Biosciences, Buckinghamshire, UK) solution and 1% blocking solution. After a final wash in E1BC, the arrays are dried and scanned.

Supplemental Table 1. Primers used for RQ-PCR

Gene	Forward (5'-3')	Reverse (5'-3')
Ovos2	gcggggaaatcggtgcggataatg	gcatgggtctgcttgctgac
Tpasb1	cccaacaaggctcagagtacagc	gtggcggcaggtttacaccatt
Muc10	ggtataagatgtgccctccagg	ggttgcatTTgtggttgtgctgg
Dcpp1	ccagaagttgaaaacattcc	ggctgggacgttagggaagc
Smr3a	ggtcttaggcctctgcattcttg	cattgtagtgtgctgtactgtgg
mMybbp1a	gacattgcgaaaccggatcag	gcctgactgaaagagggttag
hMYBBP1A	cgcaccacctgtgccgtgcccggcg	cttggtcaggaaggagctcagtgtg

Supplemental Figure legend S1

Proliferation characteristics of primary and recurrent mouse tumors. (A) Ki67 protein expression was analyzed by immunohistochemistry on tumor sections derived from the surgical mouse model used in this study. A prominent nuclear staining was observed both in primary tumors and respective recurrence. (B) Quantification of positive nuclei revealed a significant decrease in the amount of Ki67-positive cells in recurrent compared to primary tumors (p-value: 0.0004). Scale bars, 50 μ m.

Supplemental Figure legend S2

Invasive capacity comparison of SCC-7, Cal-27 and SCC-25. The invasiveness of the cell lines was assessed in Boyden chambers. SCC-25 shows a higher invasive capacity than the high MYBBP1A expressing cell lines Cal-27 and SCC-7 (p-value: 0.014) (A).

How the deposited data were processed for this re-analysis (not part of the article)

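Total RNA of 5 primary tumors, of 5 local recurrences from the same animals and of 2 samples of SCC-7 cells was labelled and hybridized to Illumina mouse WG-6 v2 arrays. The authors deposited mean bead intensity values, 1 per probe and array, without background correction and without normalization between arrays. Beside each intensity the authors deposited a detection p-value, which is small both far above and far below the background, so that it does not by itself mark a detected probe. They also deposited a table of normalized intensity values, which correlate with the non-normalized ones at 0.999 or more on every array. Medians of its columns were 68.4 to 70.7. Its normalization is not named in the text of the paper or of the supplement.

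The table holds 45135 probes with an identifier and control entries without one, of which 943 lay at background intensity and 11 were bright. Background was estimated from these 943 by normexp with the robust estimator and an offset of 16, followed by quantile normalization of the 12 arrays (limma 3.58.1, R 4.3.3). A probe was detected on an array when fewer than 1 in 100 negative controls were as bright, a one-sided p under 0.01. Probes detected on at least 2 of 12 arrays were kept. This replaced the background estimate from detection p-values that had been planned. Of the probes, 34773 had 1 gene symbol in the platform annotation, 18 had several and 10344 had none, and 34695 symbols were matched to the current gene table. Probes with several symbols were given no gene. For a gene with several probes, the kept probe with the highest mean over the 12 arrays stood for the gene in gene lists. The largest share of identical intensities between any 2 arrays was 0.0199%, so no array repeats another.

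Recurrent and primary tumors were compared by limma (lmFit and eBayes) with the animal as a fixed block and Benjamini-Hochberg adjustment over all kept probes. The pairing comes from the study, which took both tumors of a pair from 1 animal. Deviations of the 2 tumors of a pair from their group means correlated at -0.37, 0.03, 0.34, 0.36 and 0.17 in pairs 1 to 5 across probes, which are not independent replicates. By these correlations, 0 recurrences were matched best by their own primary tumor, so the array values do not bear out the pairing. The paper's selection was followed with a cutoff of 2-fold in the same direction in at least 3 of 5 pairs, the brighter array of a counted pair having a detection p under 0.01. Each tumor group was compared with the SCC-7 arrays in a fit of the 3 groups with 1 estimate of spread, at an adjusted p under 0.05 and at least 2-fold. 24 gene lists, written before the data were examined and holding no gene of the text or Fig. 1A, were tested by camera with a correlation between genes of 0.01, by camera with an estimated correlation, and by fry, each with adjustment over the lists. Exact sign-flip tests over 5 pairs cannot give a two-sided p under 0.0625. The fits were tested on simulated data with known changes, drawn for 18454 probes.

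Genes are named by a rule fixed before the data were examined, though after Fig. 1 had been seen. It takes every gene the paper names for these arrays, with Cdh1 and Hprt; per direction, the 10 genes with the largest mean ratio among those altered in at least 3 pairs; the genes called by limma in all 5 pairs, of which there were 0 (601 probes had an unadjusted p under 0.05); up to 4 members of each list; and per direction the 10 largest called differences from SCC-7. Mki67 is not named by the annotation.

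Alternatives were no background correction, median scaling, the authors' normalized values, normalization of the 10 tumor arrays alone, other filters on dim probes, leaving out each pair or array in turn, no block, a trended and robust variance, the salivary lists as a covariate, the methods' t-test, other fold and pair cutoffs and other gene set tests. Chosen only after the data were seen were the deposited detection p-value as a filter, the exchange of the labels of pair 1, and leaving out pairs 1 and 3. The arrays' slides are not named, so no slide effect was fitted. Figures were drawn with matplotlib 3.10.9. Detected probes ranged from 13711 to 17083 per array. The small number of arrays, 5 per tumor group and 2 of SCC-7 cells, limits the precision.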

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

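In this part, the tests of exchanged labels, of the size of the Mybbp1a ratios and of lymph node tissue were chosen only after the results were seen. The tests of a fall of Mybbp1a had been set before the data were examined.

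Levels of the 24 gene lists and of the 6 genes chosen for RT-PCR were searched for a sample far from the others of its group. Of 60 groups of 5 tumors, 10 held such a sample, where chance gives about 1 in 20 groups. In the array labelled primary tumor 1, the salivary duct list had a mean log2 level of 10.22, against 5.87 in the next primary tumor, and the keratinocyte list 7.63, against 6.02. In primary tumor 3, the T cell and NK cell list reached 9.71, the neutrophil list 7.64, the endothelial list 8.98 and the NF-kB target list 9.10, against 6.40, 5.66, 8.05 and 7.81 in the next primary tumor. In recurrence 2, the adipocyte list stood at 8.30, against 6.04 in the next recurrence, and in recurrence 5 the neutrophil list at 7.10, against 5.61. In the array labelled recurrence 1, A2ml1 lay at 4.48 and Dcpp1 at 5.18, against 12.16 and 13.51 in the next lowest recurrence.

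The paper does not report the array profiles of SCC-7 cells, which differed from those of the tumors at an adjusted p under 0.05 in limma and at least 2-fold. Primary tumors had 1225 probes higher and 1058 lower than SCC-7 cells, and recurrent tumors had 1266 higher and 927 lower. With median scaling, 1362 were higher and 367 lower in primary tumors, and 1490 higher and 311 lower in recurrent tumors. The median of all probes, tumors minus SCC-7, was -0.14 with quantile normalization and 0.11 with median scaling, and the directions are relative to it. With 1 SCC-7 array left, 527 or 530 probes were higher in primary tumors and 248 or 254 lower, and 561 were higher in recurrent tumors and 212 or 214 lower.

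Of the probes altered in at least 3 of pairs 2 to 5, 77.8% went the opposite way in pair 1, through the higher ones: 118 of 132 turned, but 8 of the 30 lower ones, against 18 of 40 to 20 of 38 lower ones in the other pairs. Exchanged labels of its 2 arrays may account for the higher probes, and so may salivary gland tissue in the sample labelled primary tumor 1, where the salivary lists were highest of the 10 tumors. An exchange would turn the lower probes too. These turned in nearly as many cases as not in the other pairs, so they exclude nothing. The array labelled primary tumor 1 holds the salivary transcripts under either label, so the 2 explanations may also hold together. They cannot be told apart for the higher probes. The salivary genes Smr3a and Prol1, picked by the study on these tumors, lay at 14.76 and 14.95 in that array and at 4.37 and 6.21 in the array labelled recurrence 1.

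Primary tumor 3 correlated at 0.804 to 0.873 with the other tumors, which correlated at 0.871 to 0.984 with each other, across probes that are not independent replicates. Its lymph node, B and plasma cell, and T and NK cell lists exceeded those of the next tumor by at least 2.87 (log2). A candidate explanation is lymph node tissue in this sample. Ccl21a, Cd79b and Ccl19 lay at 14.09, 13.34 and 12.34 there. SCC-7 cells had 0 of 6 lymph node, 0 of 9 B and plasma cell, and 2 of 9 T and NK cell members detected on both arrays. No biological explanation was tested, since the design sets this tumor apart by no condition.

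The brightest Mybbp1a probe differed by 3.11 on the log2 scale between the tumors of a pair on average, against at most 0.38 for the other 3 detected probes. A varying share of tumor cells would move probes that read the same transcript alike, so these ratios argue against it as the only cause. As a part of the cause it stays open: the nucleolar and ribosome biogenesis list differed by 0.12, but it lay at 8.72 in SCC-7 cells and 8.19 to 8.70 in the tumors and so cannot follow that share. A transcript form or sequence variant read by the brightest probe alone may be behind the difference. A poorer fit to the allele of the host strain cannot be told apart from none: against 875 probes detected on all tumors and on no SCC-7 array, Pearson's r over 10 tumors was -0.578 (permutation p = 0.0653, adjusted p = 0.0653 over 2 relations) and Spearman's rho -0.455 (permutation p = 0.191). Without the 2 tumors farthest from the median r was -0.397, and the difference between primary and recurrent tumors stays open as untested.

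The tests set beforehand for a fall of Mybbp1a gave a median of 0.21 for its other detected probes and of -0.041 for the ribosome biogenesis list. They decide nothing, because the brightest probe was not lower over the 5 pairs as labelled.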

How the results depend on the processing

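All alternatives were fixed before the data were examined, except the deposited detection p-value as a filter, the exchanged labels of pair 1 and pairs 1 and 3 left out, which were chosen after seeing the data. Where a count changed by construction (another fold or pair cutoff, fewer pairs), this is the cause. Otherwise the cause was not tested.

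Limma called 0 probes between recurrent and primary tumors (457 higher and 144 lower at an unadjusted p under 0.05) under every normalization and filter, without the block and with a trended and robust variance. The methods' t-test, without adjustment, called 292 higher and 131 lower. Leaving out a pair gave 0 to 3 probes higher and 0 lower, with the 3 only without pair 1, and leaving out pairs 1 and 3 gave 8 higher.

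Against 184 probes altered higher and 63 lower, there were 90 and 26 without background correction and 92 and 25 with the authors' values. Cutoffs of 1.5-fold, 3-fold and 4-fold gave 665 and 279, 64 and 17, and 27 and 2. Requiring 4 pairs gave 49 and 13, and allowing no pair the other way 43 and 24. Leaving out a pair gave 84 to 132 higher and 25 to 40 lower, and leaving out pairs 1 and 3 gave 82 and 11. Exchanging the labels of pair 1 gave 321 higher.

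Against 3 lists higher and 1 lower, median scaling gave 3 lower, and an estimated correlation and fry each gave 0 higher and 0 lower. Leaving out a pair gave 3 to 6 lists higher and 2 to 7 lower. Exchanged labels of pair 1 gave 5 higher and 3 lower, and pairs 1 and 3 left out 10 higher and 3 lower. Without the block for the pairing, 2 lists were higher and 1 lower, and the hypoxia list, with a median of 0.24, was no longer called (adjusted p = 0.146 from camera), nor was it with probes detected on at least 5 of 12 arrays (adjusted p = 0.0554 from camera), which also left 2 lists higher. The block changed no other call between recurrent and primary tumors. Without pair 1 the salivary acinar, salivary duct and epithelial adhesion lists turned to higher in recurrent tumors and became called, with medians of 0.65, 0.90 and 0.71. With exchanged labels their medians were 1.48, 1.78 and 1.19, and that of the proliferation list was -0.075. With pairs 1 and 3 left out they were 0.83, 0.26 and 0.62, the proliferation list was at -0.14 and the B cell and plasma cell list at 0.43. Camera called all 5 of these lists then (adjusted p = 9.6e-11, 0.0438, 2.3e-10, 0.0187 and 0.0157), so the calls of the proliferation list and of the B cell and plasma cell list turned to the opposite direction. Every call with pairs left out or exchanged rests on camera's preset correlation of 0.01. The estimated correlation and fry, which called 0 lists over all 5 pairs, were not run there. The acinar list also turned, to 0.015, with probes detected on at least 5 of 12 arrays, where it was not called (adjusted p = 0.644 from camera). Leave-one-out medians ran from -0.50 to 0.65 for the acinar, -1.10 to 0.90 for the duct and -0.49 to 0.71 for the adhesion list.

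Most single genes turned in direction when 1 pair was left out. The ranges were -0.80 to 1.16 for Mybbp1a, -2.73 to 0.44 for Smr3a, -0.77 to 3.45 for Prol1, -0.75 to 2.45 for Dcpp1, -1.45 to 0.12 for Tpsab1, -1.43 to 1.88 for Klk1, -1.21 to 2.17 for Klk1b5, -1.36 to 1.94 for Klk1b26, -0.75 to 2.58 for Klk1b27, -1.27 to 1.69 for Pip, -0.47 to 2.80 for Cldn10, -0.79 to 1.88 for Ltf, -0.70 to 3.00 for Smgc, -0.69 to 1.90 for Acta1 and -0.48 to 0.62 for Cdh1, uncalled each time. Median scaling turned Dcpp1 to -0.12 and the authors' values Klk1b5 to 0.0066. With the salivary lists as a covariate, Klk1, Klk1b5, Klk1b26, Pip and Cdh1 turned to 0.30, 0.51, 0.36, 0.24 and 0.066, and the acinar and adhesion lists to 0.13 and 0.085. With exchanged labels, Mybbp1a turned to -1.67, Smr3a to 2.43, Tpsab1 to 0.10, Klk1 to 3.35, Klk1b5 to 3.64, Klk1b26 to 3.40, Pip to 3.03 and Cdh1 to 1.14. With pairs 1 and 3 left out, Mybbp1a turned to -2.27, Smr3a to 1.84, Klk1 to 1.88, Klk1b5 to 2.15, Klk1b26 to 1.97, Pip to 2.12 and Cdh1 to 0.69. Mybbp1a turned in direction without pair 1 and without pair 3.

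Against SCC-7 cells, the probes lower in primary and recurrent tumors (1058 and 927) were 561 and 465 without background correction, 367 and 311 with median scaling, 517 and 419 with the authors' values, and 1845 and 1796 with no fold cutoff. Leaving out an array gave 527 to 1417 and 561 to 1601 probes higher, and 248 to 1154 and 212 to 1175 lower. The lowest counts were those with 1 SCC-7 array left, assumed to vary like the other groups. The animal as a random block gave 1227 and 1265 higher, 1091 and 935 lower. The slide as a block was not run, because the slides are not named. Signal over background, at most 24.8, limits what can be seen of dim transcripts: 18454 of 45135 probes were kept.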

Differences from the paper's values

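The paper's text states no fold cutoff. The counts here rest on 2-fold and on probes, where the paper counts gene IDs. The paper's count altered in at least 3 of 5 pairs is 49, with the paper's 43 higher and 6 lower in recurrences. The values here are 247 probes, with 184 higher and 63 lower. Of the alternatives set before the data were examined, the total came within 1.5 times of the paper's with at least 4 of 5 pairs (62) and with no pair the other way (67). The number higher did so with these settings (49 and 43) and with a 3-fold cutoff (64), and the number lower with none. Under the other alternatives the counts differ.

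Fold changes of the arrays are shown in Fig. 1B, here negative when lower in recurrences. The paper's text does not state how they were normalized or averaged over pairs. The values here are geometric means of the pair ratios, so the sizes may not be alike. The paper's value for Ovos2 is about 39 in Fig. 1B, read by eye, and A2ml1 gave 4.04. The paper's value for Muc10 is about 29 in Fig. 1B, read by eye, and Prol1 gave 2.02. For Dcpp1 the paper's is about 27 in Fig. 1B, read by eye, against 1.04, and for Smr3a about 9 in Fig. 1B, read by eye, against -3.31. For Tpsab1 the paper's is about -4 in Fig. 1B, read by eye, against -1.27, and for Mybbp1a about -14 in Fig. 1B, read by eye, against 1.31. Of the alternatives set before the data were examined, A2ml1 came within 1.5 times of the paper's value without pair 1 (33.9) and Tpsab1 without pair 3 (-2.73). Prol1, Dcpp1, Smr3a and Mybbp1a did so under none, and A2ml1 and Tpsab1 under no other. Under alternatives chosen after seeing the values, Prol1 reached 22.8 with the labels of pair 1 exchanged, where 1 of the 34 measured genes of the text and Fig. 1A was not altered in at least 3 pairs. The other genes still differed from the paper's values in size with exchanged labels: A2ml1 gave 69.6, Dcpp1 14.6, Smr3a 5.38 and Mybbp1a -3.17. These had the paper's direction, to which Smr3a and Mybbp1a turned, while Tpsab1 turned to 1.07, away from the paper's direction. With pairs 1 and 3 left out, also chosen after seeing the values, A2ml1 reached 47.3, Prol1 21.8 and Tpsab1 -2.94, and 12 of the 34 were not altered in at least 3 pairs.

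Limma called 0 of these 34 genes over all 5 pairs (601 of all probes had an unadjusted p under 0.05, and 423 by the methods' t-test). It called 3 without pair 1 (Dcpp2, Mup5 and Pnliprp1). With pairs 1 and 3 left out, chosen after seeing the values, it called 7 (Dcpp1, Dcpp2, Esrp1, Lman1l, Lrrc26, Mup5 and Pnliprp1) and left 27 uncalled.

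The paper states that Mybbp1a is reduced in recurrences, from the arrays and from quantitative RT-PCR, which was not re-examined here. On the arrays, the brightest Mybbp1a probe was lower in pairs 2, 4 and 5 and higher in pairs 1 and 3, with a log2 fold change of 0.39. In pair 3 the primary tumor was at background. The fold change was -0.80 without pair 1 and, under alternatives chosen after seeing the values, -1.67 with the labels of pair 1 exchanged and -2.27 without pairs 1 and 3. The paper's Ki67 staining is lower in recurrent tumors, where the proliferation list had a median log2 fold change of 0.32 (adjusted p = 0.00279 from camera in limma, and 0.894 with an estimated correlation). This rests on pairs 1 and 3: the median was 0.15 without pair 1 (adjusted p = 0.269 from limma) and 0.099 without pair 3 (adjusted p = 0.195 from limma). Under alternatives chosen after seeing the values, it was -0.075 with the labels of pair 1 exchanged (adjusted p = 0.558 from limma) and, with pairs 1 and 3 left out, -0.14 and called lower (adjusted p = 0.0187 from limma), the direction of the paper's staining. This last call rests on camera's preset correlation of 0.01, and the estimated correlation was not run there. The mean ratios of the list were -0.43, 0.021 and -0.026 in pairs 2, 4 and 5, so the lower value comes mostly from pair 2. The staining counts Ki67-positive cells on sections, whereas the list reads RNA of whole samples.

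In Fig. 1A most genes are brighter in recurrences. Over the whole list, 27 of the 34 measured genes were higher in recurrent tumors in at least 3 pairs, while 33 of the 34 were lower in the recurrent tumor of pair 1. In Fig. 1A, read by eye, no primary column has Klk1 and Cldn10 at their brightest. In the deposited values, the array labelled primary tumor 1 had them at 14.39 and 13.67. The columns of Fig. 1A carry no animal labels.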

Other observations

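In this part, the tests over the 10 tumors and those of other splits of the samples were chosen only after the results were seen. The test of the fixed salivary lists had been set before.

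Camera with a preset correlation called 4 of 24 gene lists between recurrent and primary tumors, and with an estimated correlation 0. The macrophage list was higher, with a median log2 fold change of 0.60 (adjusted p = 1.3e-05 from camera in limma, estimated-correlation adjusted p = 0.894) and a higher mean in 5 of 5 pairs. Its median was 0.47 without pair 1 and 0.28 without pair 3, still called. Under alternatives chosen after seeing the data it was not called, at 0.082 with pairs 1 and 3 left out (adjusted p = 0.318 from limma) and 0.23 with the labels of pair 1 exchanged (adjusted p = 0.305 from limma). Its mean ratios were 0.82 and 1.42 in pairs 1 and 3, and 0.13, 0.058 and 0.19 in pairs 2, 4 and 5. Its mean log2 level was lowest in primary tumors 1 and 3 (8.92 and 8.48). The salivary duct list was highest in primary tumor 1 (10.22), and the B cell and lymph node stroma lists in primary tumor 3 (10.70 and 11.18). The proliferation list was higher, with a median of 0.32 (adjusted p = 0.00279, with an estimated correlation p = 0.894 from limma) and a higher mean in 3 of 5 pairs. It was not called without pair 1 (0.15, adjusted p = 0.269 from limma) or without pair 3 (0.099, adjusted p = 0.195 from limma), and its median was 0.58 without pair 2. Its mean log2 level was also lowest in primary tumors 1 and 3 (8.38 and 8.14, against 9.09 or more in the other tumors). In SCC-7 cells the proliferation list lay at 7.89 and 7.90 and the macrophage list at 5.95 and 5.94, each lower than in every tumor. By these levels, a smaller share of SCC-7 cells would not by itself lower either list. Cultured cells may differ from tumor cells in the animal, and the share of tumor cells was not measured, so the cause stays open for both lists. The hypoxia list was higher, with a median of 0.24 (adjusted p = 0.0356, with an estimated correlation p = 0.894 from limma), in 4 of 5 pairs. It was 0.18 and called without pair 1, and not called without pair 5 (0.13, adjusted p = 0.244 from limma) or with probes detected on at least 5 of 12 arrays (adjusted p = 0.0554 from limma), nor without the block (adjusted p = 0.146 from limma) or, chosen after seeing the data, with the labels of pair 1 exchanged (0.071, adjusted p = 0.305 from limma). The B cell and plasma cell list was lower, with a median of -1.07 (adjusted p = 0.0106, with an estimated correlation p = 0.894 from limma), in 3 of 5 pairs. It was not called without pair 1 (-0.80, adjusted p = 0.193 from limma) or without pair 3 (-0.14, adjusted p = 0.328 from limma), the pair of the primary tumor rich in lymph node transcripts. Fry called 0 lists, with a smallest adjusted p of 0.840. Limma called 0 list members, also when adjusted over the list alone.

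The other lists were not called. Their medians were higher in recurrent tumors for skeletal muscle (0.11), red blood cells (0.16), keratinocytes (0.18), mesenchymal transition (0.27), p53 targets (0.22) and immediate early genes (0.014). Medians were lower for salivary acinar (-0.073) and duct cells (-0.46), adipocytes (-0.29), lymph node stroma (-0.80), mast cells (-0.46), neutrophils (-0.14), T and NK cells (-0.35), fibroblasts (-0.15), endothelium (-0.10), Schwann cells (-0.45), epithelial adhesion (-0.15), ribosome biogenesis (-0.041), NF-kB targets (-0.18) and interferon response (-0.12). Without pair 1, 8 lists were called and 5 of the 24 changed direction. The salivary acinar, salivary duct and epithelial adhesion lists were then called higher, with medians of 0.65, 0.90 and 0.71 (adjusted p = 2.5e-09, 0.000139 and 1.1e-10 from limma). Calls with a pair left out rest on camera's preset correlation of 0.01, which takes the genes of a list as nearly independent. The estimated correlation, which called 0 lists over all 5 pairs, was not run for them. The duct list was called lower without pair 3 (-1.10, adjusted p = 0.00049 from limma) and without pair 5 (-0.66, adjusted p = 0.0448 from limma), and the adhesion list without pair 2 (-0.49, adjusted p = 0.0251 from limma). The direction of these 3 lists therefore depends on which pair is left out.

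The RT-PCR control Hprt was higher in recurrent tumors in 5 of 5 pairs, with a log2 fold change of 0.26 for its brightest probe (adjusted p = 0.933 from limma). Cdh1 had a log2 fold change of -0.15, or 0.62 without pair 1 and 0.066 with the salivary lists as a covariate.

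Against SCC-7 cells, H2-Ea, Ctsh and Igfbp7 were higher in primary tumors, with log2 fold changes of 6.85, 5.81 and 5.50, and Ms4a6d and Mrc1 in recurrent tumors, with 6.10 and 5.80. Aldh3a1, Inmt and Prl2c4 were lower in primary tumors, with -5.69, -4.99 and -4.92. Prl2c4 was not above the negative controls in primary tumors 1, 2 and 3, so its size rests partly on values at background. The macrophage list had a median of 4.32 in recurrent tumors minus SCC-7 (adjusted p = 2.0e-18 from camera in limma, with an estimated correlation p = 0.0704), with 18 of its 19 measured members called higher.

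Salivary gland tissue in the recurrent tumors may raise the salivary genes there. The 25 measured members of the 2 salivary lists had a median log2 fold change of -0.37, with members going both ways. It lies below the bound set beforehand, which by that rule counts against this explanation. The distance is less than the standard error of 1.17 over 5 pairs, a margin not set beforehand, so it is not taken to decide. A correlation over the 5 pairs, also set beforehand, is not reported because the pairs are few. The lists and the 4 salivary genes named in the text moved the same way in 5 of 5 pairs, by -4.99 and -9.73 in pair 1. A varying share of gland tissue among all tumors may also be involved. Over 10 tumors, the lists and the 4 salivary genes named in the text had a Pearson r of 0.690 (permutation p = 0.0317, adjusted p = 0.0634 over 2 relations) and a Spearman rho of 0.915 (permutation p = 0.00057). Without the 2 tumors farthest from the median, r was 0.793. Of these genes, Prol1 had a log2 probe intensity of 14.95 in the array labelled primary tumor 1. SCC-7 cells had 3 of 13 acinar and 1 of 12 duct members detected on both arrays. The 4 salivary genes named in the text were, by their brightest probes, above the negative controls on both SCC-7 arrays. A change within tumor cells therefore stays open and untested.

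The 10 tumors were also split into 5 and 5 in 100 ways without the block. Limma called 0 probes in the real split (326 had an unadjusted p under 0.05, and 423 by the methods' t-test) and 20 in the highest other. All 100 splits give at least 0 calls, so this comparison was decided in advance and says nothing about chance. The 5 pairs allow 16 patterns of exchanged labels, too few for a share under 0.05. The real pattern altered 247 probes and the highest other 463, with 15 patterns at 247 or more. It called 4 lists and the highest other 18, with 16 patterns at 4 or more.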
